A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Attenuation of photosynthesis in nanosilver-treated Arabidopsis thaliana is inherently linked to the particulate nature of silver" (2024).

How the data were processed

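RNA was sequenced from whole Arabidopsis thaliana seedlings of the Col-0 ecotype, 14 days old, grown on agar medium with or without silver nanoparticles (AgNPs) of 20 nm diameter at 4 µg/mL. Per the labels and the study's methods, seeds were stratified for 3 days, plants were kept in 10 h of light and 14 h of dark, and the repeats were grown one after another on new medium and seed. The 6 libraries are 3 controls (numbered 4B, 5 and 7) and 3 AgNP libraries (numbered 4, 5 and 7). The authors pooled the RNA of technical replicates before each poly(A)-selected, stranded library was made, and read 100 nt per read. The particles came as a colloid in sodium citrate, while controls received water, so citrate differs between the groups along with silver. In the liquid growth medium the study found that most particles had aggregated into larger ones. Silver nitrate libraries of the study were not used here.

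The authors trimmed the reads, mapped them to the TAIR 10 genome with an Ensembl annotation in CLC Genomics Workbench, and deposited 1 table with a block of columns per library. The release of the annotation, and which version of the program made the table, are not given in the sources used here. Per the file headers, the table holds read counts for each gene: total exon reads, uniquely mapped exon reads, total gene reads and intron reads. The authors also deposited RPKM values, which equal exon reads divided by exon length and by the total gene reads of the library. The columns of the authors' own comparison hold p-values of an exact test, FDR-corrected p-values, and a signed fold score. A positive fold score goes with a higher control in 438 of the 438 genes compared for sign. The deposited counts add up to more than the reads the study lists for each library, and the sources used here do not say why.

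Total exon reads came to 39833488 (control 4B), 32495470 (control 5), 30555505 (control 7), 39491687 (AgNP 4), 34547364 (AgNP 5) and 42546497 (AgNP 7). Between 97.8% and 98.3% of the exon reads of a library mapped to a single place. The table has 33602 features, of which 24185 have exon reads. A locus code was given to 33212 of the 33323 nuclear features, by the feature's own code, by name and position, or by an overlap of at least 0.5 with a gene of the reference annotation. When the features named by code were mapped by position alone, 99.7% of 20286 returned their own code. Coordinates are those of the deposited table, on TAIR 10, counted from 1. Counting intervals are exact 95% intervals of the ratio of summed reads, and they cover counting error only, since the reads carry no molecular identifiers.

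Genes were compared between AgNP and control on total exon reads with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, counts were scaled with TMM factors, and the quasi-likelihood F test was run with the group as the only term. The p-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Log2 fold changes are AgNP minus control, and each standard error (SE) is the size of the log2 fold change divided by the square root of F. Levels are TMM-scaled counts, as CPM, given as mean ± SD over 3 libraries per group. The library numbers were taken to pair the libraries if each same-numbered pair had deviations from its group mean that correlated above 0.1. All 3 pairs passed, so the fit with the repeat number as a replicate block is given beside results that it moves. Same-numbered libraries are called a pair or a repeat.

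Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 17 lists by the Benjamini-Hochberg method. Camera with an estimated correlation and fry, which asks whether a list's genes move 1 way on balance without a comparison to other genes, were run beside it. The number of members past the threshold is given over all genes tested and adjusted over the list alone. The lists cover light-harvesting antenna, photosystems and electron transport, the Calvin-Benson cycle, chlorophyll synthesis, chlorophyll breakdown and leaf senescence, salicylic acid defence, jasmonate, ethylene, class III peroxidases, extensins, root hair, root tissue markers, antioxidant and ascorbate, copper and iron homeostasis, heat and protein damage, the circadian clock, and flavonoid and anthocyanin. A further list holds 38 of the genes that the study names, and another the 2 reference genes of its PCR. Lists were written from textbook knowledge after the paper and its supplementary lists, which hold results from these libraries, had been read.

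The genes named in the text follow a rule: the 10 largest rises and the 10 largest falls among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups, up to 4 members of each list with the smallest p, the 38 genes listed from the study, and the 2 reference genes. The study's results from these libraries had been read first. The test, the samples, the lists, this rule and most alternatives were then chosen, before the deposited counts were examined. Exceptions are given in the closing section, apart from the features with most reads in a library.

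To set a count beside the study's own, edgeR's exact test with tagwise dispersion was also run at the study's thresholds of a 2-fold change and a p of 0.05, unadjusted and adjusted. Alternatives covered the scaling (RLE factors, upper-quartile factors, library totals alone), the filter on low counts (at least 1 read in all, or at least 10 reads in 3 libraries), the test (edgeR exact test, DESeq2 1.42.0, limma-voom, robust quasi-likelihood), the reads counted, limma on the deposited RPKM with pseudocounts of 0.1 and 1, the replicate block, and leaving out each library and each pair. All genes, organelle and noncoding ones included, stayed in the test when they passed the filter. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

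The tests were tested on counts simulated from the libraries' own means, dispersions and sizes, in which 200 genes were changed. At a 4-fold change the quasi-likelihood test recovered 76% of the changed genes and at a 2-fold change 9%, with 5 false calls among 90. With the replicate block it recovered 75% and 4%, with 7 false calls among 86. The simulated counts held no difference between repeats, so they do not show how the block does on these libraries. Of the calls of the exact test 22.7% were false, and of those of DESeq2 29.5%. A list shifted by 0.5 on the log2 scale was found by camera, with a p of 1.19e-05, and an unchanged list was not, with a p of 0.425. The simulated genes were drawn independently of one another, so this does not show how camera does on correlated genes. In the real lists the estimated correlation reached 0.83 (light-harvesting antenna).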

Results

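Transcripts of whole 14-day-old Arabidopsis thaliana seedlings were counted after growth on medium with silver nanoparticles (AgNPs), which are particles of metallic silver that can release silver ions, and after growth on medium without them. Each group had 3 libraries, numbered 4B, 5 and 7 in the control and 4, 5 and 7 with AgNPs. Total exon reads ranged from 30555505 in control 7 to 42546497 in AgNP 7, and between 19560 and 20542 genes per library had at least 10 reads. The feature with most reads was a gene of photosynthesis in every library, either RBCS-1A, a small subunit of Rubisco, or LHCB1.3, a chlorophyll a/b-binding protein of photosystem II. LHCB1.3 took 4.05% of the exon reads of control 7 and 3.68% of those of AgNP 5, while RBCS-1A took 1.31% in control 4B and 1.21% in AgNP 4. The first principal component held 46.5% of the variance and did not part the groups, and the second held 27.5% and did. Same-numbered libraries deviated from their group means alike, with correlations across genes of 0.609 for repeat 4, 0.204 for repeat 5 and 0.249 for repeat 7, although control 7 correlated more with AgNP 5 (0.477). Genes are not independent replicates, so these correlations serve only to pair the libraries.

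**Figure D1:**
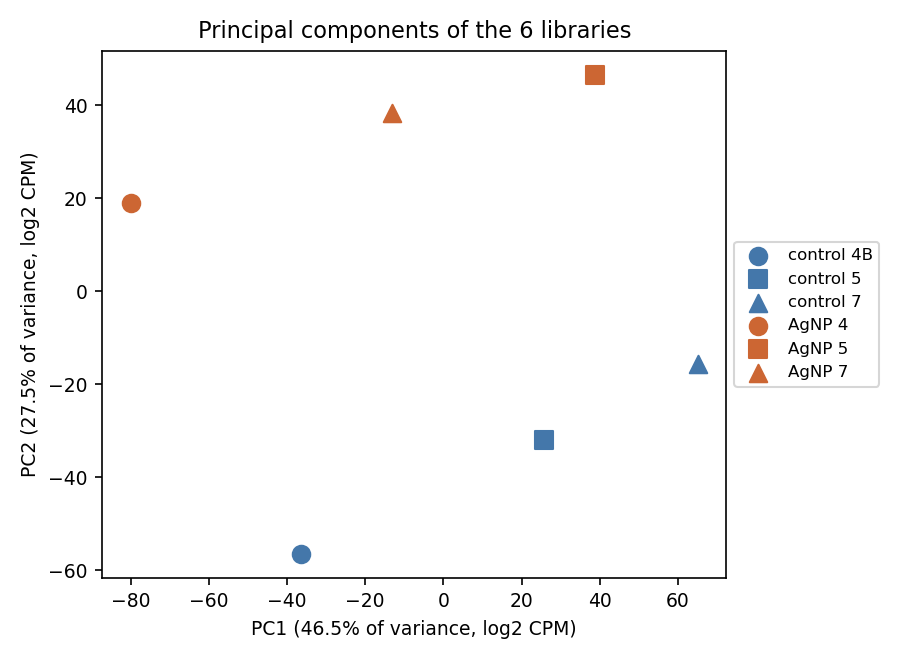
Each point is 1 library on the first 2 principal components of log2 CPM (x axis 46.5% and y axis 27.5% of the variance), coloured by group and shaped by repeat number. The 3 AgNP libraries lie above the 3 controls on the second component, whereas the first places control 4B and AgNP 4 at negative values beside AgNP 7.

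The comparison of AgNP with control asked which transcripts differ in seedlings that grew up with AgNPs. Among 20183 genes tested, 73 changed, of which 59 were lower and 14 higher with AgNPs (80.8% lower, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted). The 10 largest falls among genes with a mean log2 CPM of at least 1 included 6 cell wall genes and 3 transcription factors. PRX10, a class III peroxidase of the cell wall (AT1G49570, chromosome 1, 18347036 to 18348951), had 33.8 ± 10.7 CPM in controls and 0.0137 ± 0.0238 CPM with AgNPs (SD, n = 3), and an edgeR adjusted p = 0.000981. It had 3600 reads in the controls and 2 with AgNPs, a scaled ratio of 2164 with a counting interval from 599 to 17875. For PRX59, another such peroxidase (AT5G19890, chromosome 5, 6724115 to 6725923), the reads were 2519 and 3, a ratio of 1009 with an interval from 345 to 4898. ORE1, a NAC transcription factor that promotes leaf senescence (AT5G39610, chromosome 5, 15858400 to 15859788), went from 39.3 ± 8.96 to 1.35 ± 0.179 CPM (SD, n = 3), a log2 fold change of −4.86 (SE 0.29, edgeR adjusted p = 0.000981). RAP2.3, an ethylene response factor (AT3G16770, chromosome 3, 5705662 to 5707023), dropped from 347 ± 28.5 to 14.8 ± 6.05 CPM (SD, n = 3), or by −4.55 on the log2 scale (SE 0.39, edgeR adjusted p = 0.00349). The other 6 of the 10 largest falls had log2 fold changes from −6.02 to −4.28: the extensin genes AT4G13390, AT1G26240 and AT5G06630, the peroxidase PRX35, the ethylene response factor RAP2.6, and AT5G50335.

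Among genes with a mean log2 CPM of at least 1, NUDT6, a Nudix hydrolase (AT2G04450, chromosome 2, 1543320 to 1545462), rose most, from 2.1 ± 0.294 CPM in controls to 28.2 ± 8.78 CPM with AgNPs (SD, n = 3), a log2 fold change of 3.75 (SE 0.31, edgeR adjusted p = 0.00349). ACD6, an ankyrin-repeat membrane protein of salicylic acid-dependent defence (AT4G14400, chromosome 4, 8294446 to 8298602), rose from 19.9 ± 1.5 to 126 ± 58 CPM (SD, n = 3), with an edgeR adjusted p = 0.0279. AIR1, a gene induced by auxin in roots, rose by 3.61 on the log2 scale (SE 0.49, edgeR adjusted p = 0.0278), and AED1, an apoplastic aspartyl protease, by 3.08 (SE 0.37, edgeR adjusted p = 0.0185). AT5G24200, AT5G18840 and the receptor-like kinases RLK1 and CRK5 also rose, by 3.49, 3.32, 2.56 and 2.28. TPPG, a trehalose-phosphate phosphatase, and CPuORF27, an upstream reading frame annotated at the same place (chromosome 4, 11893499 to 11896480), both rose by 2.48, but 0% of their reads mapped to 1 feature alone, so they are a single signal. In each of the 73 genes the libraries of the groups did not overlap, and the smallest change among the 73 was 2.63-fold. The 73 were picked for differing between these libraries, so this is no separate support. Of all genes tested, 13.4% did not overlap, against 10% by chance. With the replicate block, 722 genes passed (219 higher, 503 lower), all 73 among them, whereas leaving out libraries gave 40 (without control 4B), 14 (without control 5), 21 (without control 7) and 18 (without AgNP 7), and leaving out pairs gave 293 (pair 4), 4 (pair 5) and 3 (pair 7). Of 31 genes picked by the naming rule that passed, PRX10, PRX59 and ORE1 passed under every alternative, and the other 28 did not under at least 1. The 6 genes that passed and are named outside the rule each failed under at least 1 too.

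**Figure D2:**
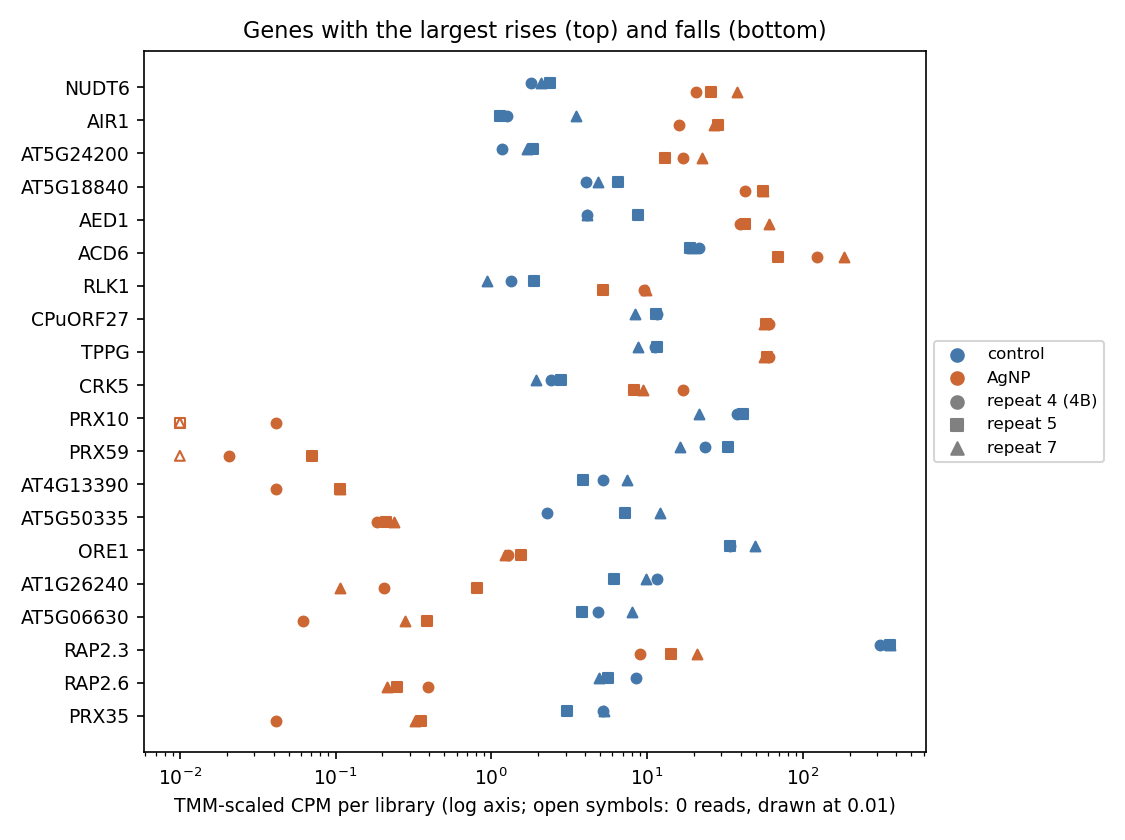
TMM-scaled CPM of each library (log x axis) for the 10 largest rises and the 10 largest falls under the naming rule, coloured by group and shaped by repeat. The groups do not overlap in any of the 20 genes, as the naming rule requires. Open symbols mark libraries with 0 reads, which occur in PRX10 and PRX59 with AgNPs.

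Genes of ethylene signalling and response were lower as a group. Of 32 measured, 28 had a negative log2 fold change and the median was −0.79 (camera adjusted p = 6.16e-18, and adjusted p = 0.0516 with an estimated correlation). In the edgeR test 6 fell and none rose: ARL and ARGOS, which promote organ growth, RAP2.3, the ethylene receptors ETR2 and ERS2, and EBF2, an F-box protein that removes the transcription factor EIN3. ETR2 dropped from 16.9 ± 5.74 to 0.971 ± 0.484 CPM (SD, n = 3), a log2 fold change of −4.10 (SE 0.44, edgeR adjusted p = 0.012). ARL changed by −3.44 (SE 0.27, edgeR adjusted p = 0.00349) and ARGOS by −3.86 (SE 0.39, edgeR adjusted p = 0.00782). Adjusted over the list alone, 16 were lower and 1, the ethylene synthesis gene ACS8, was higher, and with the replicate block 14 were lower and 1 higher. The list median was −0.92 in pair 4, −0.65 in pair 5 and −0.999 in pair 7. Of the members, 12 passed the study's thresholds in the authors' deposited table.

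Extensins and root hair genes had the lowest medians of the lists. All 18 measured extensins, structural glycoproteins of the wall, had negative log2 fold changes, with a median of −2.55 (camera adjusted p = 7.95e-24, and adjusted p = 0.14 with an estimated correlation). Among them 4 fell in the edgeR test, 14 were lower adjusted over the list alone, and 14 were lower with the replicate block. Since 13 of the 18 passed the study's thresholds in the authors' deposited table, made from these libraries, the counts are not independent of it. The 5 others gave a camera adjusted p = 0.00237, and adjusted p = 0.483 with an estimated correlation. AT4G13390 went from 5.54 ± 1.81 to 0.0849 ± 0.0378 CPM (SD, n = 3) and AT1G26250 from 64.6 ± 6.7 to 9.79 ± 5 CPM (SD, n = 3), with edgeR adjusted p = 0.00349 and 0.0478. The 16 measured root hair genes were likewise all negative, with a median of −2.31 (camera adjusted p = 2.18e-23, and adjusted p = 0.0773 with an estimated correlation). PRP1, a proline-rich wall protein, PRX73 and the pectin methylesterase gene RHS12 fell, 14 were lower adjusted over the list alone, and 11 were lower with the replicate block. Of these 16, 7 passed in the authors' deposited table. PRP1 had 306 reads in the controls and 1 with AgNPs, a ratio of 368 with an interval from 65.5 to 14577. PRX60 had a log2 fold change of −3.10 (SE 0.54, edgeR adjusted p = 0.07) and passed with the block (edgeR adjusted p = 0.000453).

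Class III peroxidases and other tissue markers of the root were compared with these. Of 59 peroxidases, 49 were below 0, with a median of −0.73 (camera adjusted p = 4.15e-16, and adjusted p = 0.24 with an estimated correlation). PRX10, PRX59, PRX73 and PRX35 fell, 20 were lower and 2 higher adjusted over the list alone, and 18 were lower and 1 higher with the replicate block. The authors' deposited table has 14 of the 59 past the study's thresholds. PRX73 and PRX60 stand in the root hair list too. PRX2, counted among those lower with the block, had no reads that mapped to a single place, so its value is shared with other genes. The 14 measured markers of other root tissues had a median of −0.44, and none passed in edgeR, adjusted over the list alone, with the block, or at an unadjusted p under 0.05, nor in DESeq2, the exact test or limma-voom. CASP2, of the endodermal barrier, had a log2 fold change of −0.64 (SE 0.54), PLT2, of the root meristem, −1.05 (SE 0.55), and TIP2;3, a tonoplast aquaporin of roots, −0.94 (SE 0.45). As a list the markers gave a camera adjusted p = 0.0826, which became 0.00194 without control 5, 0.0255 without control 7, 0.000647 without AgNP 5, 0.00175 without AgNP 7, 7.2e-05 without pair 5 and 0.00633 without pair 7.

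Salicylic acid defence genes were higher as a group. Of 24 measured, 21 were above 0 and the median was 0.93 (camera adjusted p = 2.93e-13, and adjusted p = 0.0719 with an estimated correlation). No single member passed over all genes in edgeR, although 12 were higher at an unadjusted p under 0.05, 7 passed in DESeq2, 7 in the exact test and 0 in limma-voom. Adjusted over the list alone 11 were higher, and with the replicate block 10 were. Of the 24, 6 passed in the authors' deposited table. ICS1, the isochorismate synthase of salicylic acid synthesis, had 8.7 ± 1.04 CPM in controls and 21.2 ± 4.56 CPM with AgNPs (SD, n = 3, edgeR adjusted p = 0.0934, with the block 0.00563). PBS3, of the same synthesis, had a log2 fold change of 2.16 (SE 0.42, edgeR adjusted p = 0.101, with the block 0.000869), and the transcription factor genes WRKY38 and WRKY54 had 2.75 (SE 0.54) and 1.90 (SE 0.42). Regulators that the study named had smaller values: NPR1 −0.01 (SE 0.24), EDS1 0.20 (SE 0.47), SAG101 0.36 (SE 0.37), LSD1 −0.05 (SE 0.25) and PAD4 0.85 (SE 0.29), and none of these 5 passed in edgeR. The list median was 0.49, 0.87 and 1.37 in pairs 4, 5 and 7.

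Transcripts of photosynthesis were measured as 3 groups. The 21 light-harvesting antenna genes had a median of −0.47 (camera adjusted p = 0.00225, and adjusted p = 0.749 with an estimated correlation), and the 32 genes of photosystems and electron transport a median of −0.39 (camera adjusted p = 0.0021, and adjusted p = 0.757 with an estimated correlation). No member of either list passed in edgeR over all genes or adjusted over the list alone, with 0 antenna genes and 1 photosystem gene, PSAD2, at an unadjusted p under 0.05. None passed in DESeq2, the exact test or limma-voom without the block, and PSAD2 did in DESeq2 with the block (adjusted p = 0.0146). LHCB2.4 had 356 ± 135 CPM in controls and 149 ± 163 CPM with AgNPs (SD, n = 3), a log2 fold change of −1.26 (SE 0.73, edgeR adjusted p = 0.839), and passed with the replicate block in edgeR (adjusted p = 0.0181) and limma-voom (0.00478) but not in DESeq2. The antenna median was −0.16 in pair 4, 0.11 in pair 5 and −1.45 in pair 7, and the photosystem median −0.25, 0.08 and −0.96. The antenna call was lost without control 5 (camera adjusted p = 0.0861), control 7 (0.178), AgNP 4 (0.328), AgNP 7 (0.0648) or pair 7 (0.658). That of the photosystems was lost without control 7 (0.23), AgNP 4 (0.414) or pair 7 (0.611). The 19 measured genes of the Calvin-Benson cycle had a median of −0.14 (camera adjusted p = 0.213), which passed without control 4B (0.00358) or AgNP 5 (0.0109). None of its members passed in edgeR with or without the block, in DESeq2, the exact test or limma-voom without it, adjusted over the list alone, or at an unadjusted p under 0.05. RBCS3B passed in DESeq2 with the block (adjusted p = 0.0405).

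In chlorophyll metabolism few genes passed. The 25 genes of chlorophyll synthesis had a median of 0.11 and a mean of −0.07 (camera adjusted p = 0.837), and none passed in edgeR, with 1 higher and 1 lower at an unadjusted p under 0.05. PORA, a light-dependent protochlorophyllide reductase, had a log2 fold change of −2.42 (SE 0.49, edgeR adjusted p = 0.113); it was lower adjusted over the list alone, with the replicate block (edgeR adjusted p = 0.00744), in DESeq2 and in the exact test, but not in limma-voom. DVR, a vinyl reductase of the same pathway, had 46.1 ± 9.3 CPM in controls and 71.5 ± 1.94 CPM with AgNPs (SD, n = 3, edgeR adjusted p = 0.486). Of 18 genes of chlorophyll breakdown and leaf senescence, 14 were below 0, with a median of −0.32 (camera adjusted p = 0.0021, and adjusted p = 0.0964 with an estimated correlation). ORE1 alone fell in edgeR and adjusted over the list alone, and SAG29 joined it with the replicate block, in which its log2 fold change was −2.18 (SE 0.52, edgeR adjusted p = 0.0207). WRKY53, a regulator of senescence, had 0.75 (SE 0.23, edgeR adjusted p = 0.361).

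**Figure D3:**
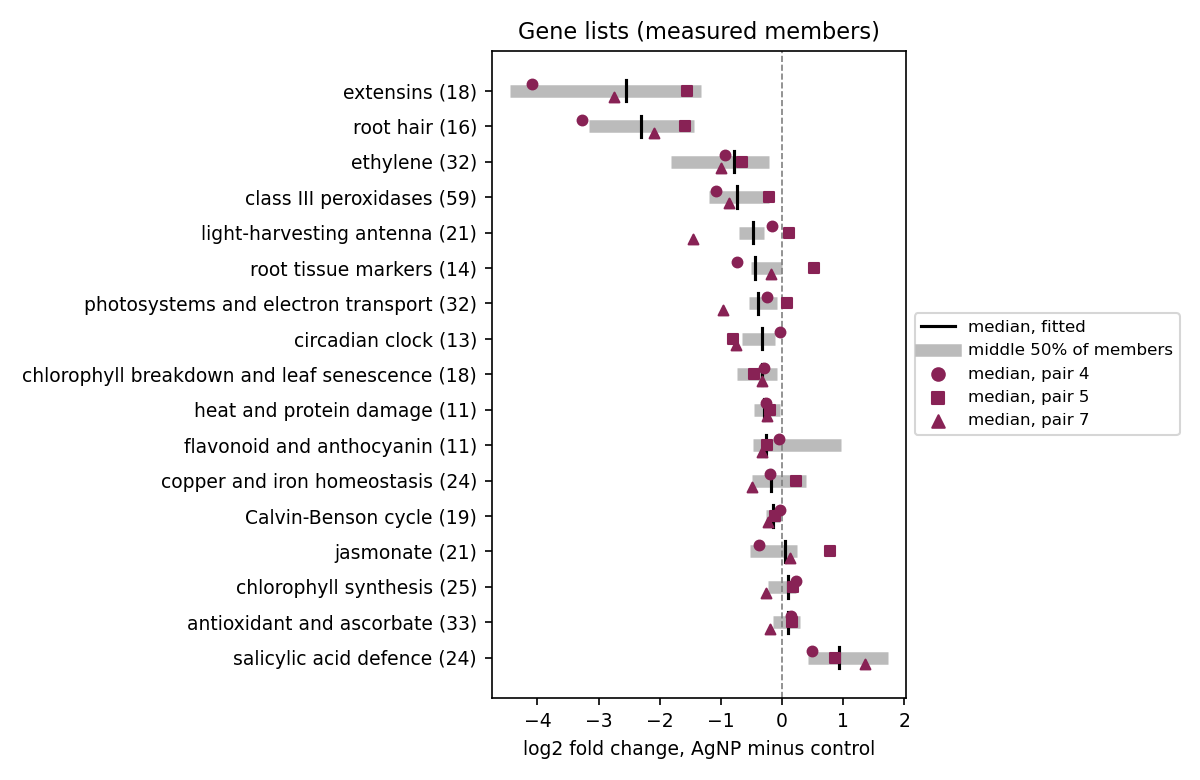
Log2 fold change, AgNP minus control, of the 17 gene lists tested (number of measured members in brackets), with the fitted median as a black line, the middle 50% of members as a grey bar and the median of each same-numbered pair as a symbol. Extensins (−2.55) and root hair genes (−2.31) lie furthest left, salicylic acid defence (0.93) lies furthest right, and the antenna medians of the pairs run from −1.45 to 0.11.

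Antioxidant and circadian clock genes were tested in the same way. Of 33 antioxidant and ascorbate genes (median 0.11, camera adjusted p = 0.162), none passed over all genes in edgeR, 3 were higher and 1 lower at an unadjusted p under 0.05, and 3 were higher adjusted over the list alone, with the block, in DESeq2 and in the exact test, with 1 in limma-voom. They were MIOX4 and MIOX1, myo-inositol oxygenases, and CML10, a calmodulin-like protein of ascorbate synthesis: MIOX4 had 26.7 ± 12.9 CPM in controls and 172 ± 60.5 CPM with AgNPs (SD, n = 3, edgeR adjusted p = 0.0508, with the block 5.22e-05). The list passed without control 7 (camera adjusted p = 0.022), AgNP 4 (0.0358) or pair 7 (0.031). The 13 circadian clock genes were all below 0, with a median of −0.32 (camera adjusted p = 0.0181, and adjusted p = 0.66 with an estimated correlation). The call was lost without control 4B (camera adjusted p = 0.0982), control 5 (0.197), AgNP 5 (0.0648), AgNP 7 (0.387) or pair 5 (0.267). LHY, a morning clock gene, had a log2 fold change of −1.32 (SE 0.59, edgeR adjusted p = 0.673) and passed with the block in edgeR (adjusted p = 0.0192), DESeq2 (0.00443) and limma-voom (0.0161). PRR7 passed with the block in DESeq2 (0.0207) and limma-voom (0.0419) but not in edgeR (0.0668). Without the block no clock gene passed in any of these tools, in the exact test, at an unadjusted p under 0.05 in edgeR, or adjusted over the list alone.

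Jasmonate genes (21 measured, median 0.04, mean −0.12) and copper and iron genes (24 measured, median −0.17, mean −0.13) gave camera adjusted p = 0.837 (0.0366 without pair 4) and 0.443. None of either list passed in edgeR over all genes, adjusted over the list alone, in DESeq2, the exact test or limma-voom, with 3 jasmonate and 4 copper and iron genes lower at an unadjusted p under 0.05. With the replicate block 3 jasmonate genes were lower, among them the defensin PDF1.2A (−1.57, SE 0.31, edgeR adjusted p = 0.00552, all from the fit with the block), and 2 were higher, while 2 copper and iron genes were lower, the copper transporter COPT2 and the copper chaperone CCH, and 3 were higher. ZIP2, of the same list, was lower in DESeq2 with the block alone. The copper and iron list passed without AgNP 5 (camera adjusted p = 0.023). The 11 measured heat and protein damage genes had a median of −0.29, a mean of −0.04 and the direction higher by camera (adjusted p = 0.837), and the 11 flavonoid and anthocyanin genes a median of −0.26 with a mean of 0.29 and the direction higher by camera (adjusted p = 0.607; 0.0318 without control 7). In these lists HSP17.4, a small heat shock protein (2.05, SE 0.39), and DFR, dihydroflavonol reductase (2.63, SE 0.67, with 13 reads in controls), were higher adjusted over the list alone, with the block, in DESeq2 and in the exact test, though not over all genes in edgeR (adjusted p = 0.0934 and 0.23) or in limma-voom. At an unadjusted p under 0.05, 2 heat genes and 3 flavonoid genes were higher, whereas CHS, chalcone synthase, was lower with the block in DESeq2 and limma-voom.

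A list of 38 genes among those the study names was also tested, and since 29 of them passed the study's thresholds in the authors' deposited table, made from these libraries, its counts are not independent evidence of a direction. AIR1, which passed there too, was named from the study's silver nitrate libraries, and NPR1, EDS1, PAD4, SAG101 and LSD1 as defence regulators. In edgeR 4 rose (AIR1, AED1, ACD6 and CML47, a calmodulin-like protein) and 8 fell, among them AT4G16260, a glycosyl hydrolase (−2.26, SE 0.28, edgeR adjusted p = 0.0191), and AT1G77330, an ACC oxidase of ethylene synthesis (−2.40, SE 0.36, edgeR adjusted p = 0.0439). Adjusted over the list alone 18 were higher and 14 lower, and with the replicate block 13 were higher and 16 lower. WAK1, a wall-associated kinase, had 17.1 ± 2.51 CPM in controls and 75 ± 29.6 CPM with AgNPs (SD, n = 3, edgeR adjusted p = 0.0508, with the block 0.000121). PCC1 and PRX2 passed with the block but not without it in edgeR, and 42.5% of the reads of PCC1 and 0% of those of PRX2 mapped to a single place, so their values are shared with other genes. ELIP2, an early light-induced protein, had −1.25 (SE 0.43, edgeR adjusted p = 0.456, with the block 0.0295). PPL1, ABC4 and STIC2, of the chloroplast, had log2 fold changes of 0.57, 0.75 and 0.60 (edgeR adjusted p = 0.605, 0.266 and 0.457). The PCR reference genes ACT2 and SAR1A had 0.27 (SE 0.30) and 0.05 (SE 0.28) and did not pass.

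At thresholds like those of the study, a 2-fold change with an unadjusted p of 0.05, edgeR's exact test found 1019 genes (309 higher, 710 lower), and 414 with the adjusted p (125 higher, 289 lower). For the first criterion, 439 genes passed in the authors' deposited table (123 higher, 316 lower with AgNPs), and 76 in it had a corrected p within 0.05 (26 higher, 50 lower). Of those 76 genes of the authors' deposited table, 37 were among the 73 of the quasi-likelihood test and all 76 among the 722 with the replicate block. Without AgNP 5 the exact test found 1548 genes at the unadjusted p, and at the adjusted p it found 219 without AgNP 7 and 142 without pair 7.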

Values the study reported

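The study reported 426 genes changed by AgNPs at a 2-fold change before correction, and 65 after correction for the false discovery rate. It gave the transcript of LHCB2.4 as nearly 2.5-fold lower, WAK1 as about 4-fold higher and CML10 as about 3-fold higher. For DVR, PPL1, ABC4 and STIC2 it gave rises of 1.5- to 1.7-fold. Chlorophyll came to 0.59 mg/g in seedlings with AgNPs and 0.97 mg/g in controls, a difference of 39%. Seedlings on AgNP medium held 97.0 ± 19 μg of silver per gram of dry mass.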

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

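The intron test was chosen after the exon results had been seen. Reads in introns, which enter the comparisons above only where total gene reads were counted as an alternative, differed between the groups in a few genes (edgeR quasi-likelihood test on intron reads, Benjamini-Hochberg adjusted). Of 4330 genes tested, 3 had more intron reads with AgNPs and 2 had fewer. At an unadjusted p under 0.05 there were 212, near the share expected with no difference at all. The 3 were TPPG (log2 fold change 3.80, 6 intron reads in controls and 120 with AgNPs), AT5G24200 (3.93, 5 and 120) and AT3G22235 (3.04, 34 and 413). The 2 were the extensin AT5G49080 (−4.56, 342 and 23) and RAP2.3 (−4.14, 82 and 6). The exon log2 fold change had the same sign in 4 of them, of which 3, TPPG, AT5G24200 and RAP2.3, also passed in exons, while the deposited table gives AT5G49080 no exon reads, so all its reads count as intron. No explanation was tested.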

How the results depend on the processing

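DESeq2 and limma-voom with the replicate block, list tests that join the block with an estimated correlation or fry or join an estimated correlation with the members left out, list tests without a pair, and the study's thresholds without libraries or pairs were added after seeing the data. Against 73 genes changed, library totals alone gave 31, DESeq2 473, the edgeR exact test 426, the replicate block 722, DESeq2 with the block 790 and limma-voom with the block 775, and all 73 were among the genes of the last 5. The other changes of scaling, filter, test, unit or reads counted gave 55 to 106 genes, and leaving out libraries or pairs gave 3 (without pair 7) to 293 (without pair 4). Fewer libraries were tested there, and the cause of the other differences was not tested. In every one of these settings more genes were lower than higher. Library totals alone put the median log2 fold change of all genes at 0.12, against 0.02. Of 804 values of the 31 genes picked by the naming rule that passed, 629 kept their side of the threshold, 175 lost it and 0 reversed; 27 genes lost it without pair 5, 28 without pair 7, 13 without control 4B, 20 without control 5, 15 without control 7, 6 without AgNP 4, 5 without AgNP 5 and 17 without AgNP 7. With all libraries 12 lost it under library totals alone, 7 under upper-quartile factors, 6 in each RPKM fit, 4 in the robust test, 2 in limma-voom and 1 with total gene reads. Of 156 values of the 6 genes named outside the rule, 38 lost it and 0 reversed.

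At the study's thresholds the count ran from 846 (without pair 7) to 1548 (without AgNP 5), and with the adjusted p from 142 (without pair 7) to 598 (without AgNP 5). Of the 9 list shifts by camera, 0 passed with an estimated correlation (5 at an unadjusted p under 0.05, smallest adjusted p = 0.0516), 5 with fry, 0 with an estimated correlation and the block (2 unadjusted), 0 with an estimated correlation without members in the authors' deposited table (3 unadjusted) and 0 with fry and the block (4 unadjusted). Leaving out libraries or pairs gave 8 to 11 lists, and the members outside the authors' deposited table, library totals, upper-quartile factors and the block 9 each. On simulated counts the edgeR test without the block recovered 9% of 2-fold changes, so it misses most changes of that size.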

Other observations

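Tests of ethylene perception and of the share of root, the pair medians of the evening clock genes, the pair medians and estimated correlation of the remaining ethylene members, the genes singled out in this first paragraph, and EBF2 and ACS8 in the ethylene list above were chosen after the result was seen. AT2G05510 was the changed gene with the highest mean level, and it fell by 3.79 on the log2 scale (SE 0.37, edgeR adjusted p = 0.00548). WRKY45, a transcription factor gene, fell by 2.13 (SE 0.24, edgeR adjusted p = 0.0136), UGT74E2, a glucosyltransferase of auxin, by 2.96 (SE 0.25, edgeR adjusted p = 0.00349), and AHP1, of cytokinin signalling, by 1.45 (SE 0.21, edgeR adjusted p = 0.0417). Of the ethylene receptors, ETR2 and ERS2 fell, ERS1 had −1.62 (SE 0.32, edgeR adjusted p = 0.101, with the replicate block 0.000801), and ETR1 and EIN4 had −0.17 (SE 0.21) and 0.15 (SE 0.41). Whether the receptors differ from one another was not tested.

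Silver ions are known to block ethylene receptors, and a candidate explanation of the lower ethylene list is that AgNPs acted through them. Ethylene-induced members had a median of −1.80 (16 of 17 below 0) and signalling components one of −0.31 (5 of 6 below 0), a difference of −1.48 with a permutation p of 0.0685, so the explanation stays open, and the test compares only 6 components. Permutations here and below shuffle genes, which share the same libraries, so their p-values do not measure spread between libraries. A difference between repeats is argued against, since the pair medians of −0.92, −0.65 and −0.999 have a mean 4.66 SD from 0. Choice of members by the study is argued against only as the whole cause: without the 12 members that passed in the authors' deposited table, 16 of 20 were below 0 (median −0.34, camera adjusted p of 0.000514, but adjusted p = 0.265 with an estimated correlation, against 0.0516 for all 32), and their pair medians of −0.56, −0.29 and −0.46 had a mean 3.16 SD from 0. No silver ion library was used here, so an effect of ions and an effect of particles cannot be parted by these samples. The study itself compared silver nitrate with controls. It reported similar silver contents for both treatments, and with silver nitrate few genes past correction and no significant change in chlorophyll.

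The lower root hair and extensin genes might reflect a smaller share of root in the harvest. Markers of other root tissues had a median of −0.44 against −2.71, a difference of 2.27 (interval 1.16 to 3.04, permutation p 0.0012). The interval and the p take genes as units and do not measure spread between libraries. By pair the marker medians were −0.73 (pair 4), 0.52 (pair 5) and −0.17 (pair 7), each above the root hair and extensin median of its pair. Of the extensins 13 of 18, and of the root hair genes 7 of 16, had passed the study's thresholds on these libraries. Of the markers 0 of 14 had. Such members favour a gap, and the contrast was not run without them. It therefore does not decide whether the share of root was smaller. Reads shared between extensin genes are argued against, since uniquely mapped reads gave a median of −2.71, with 57.3% unique reads in the lowest member. For a difference between repeats, the mean of the pair medians (−3.62, −1.76 and −2.56) lies 2.83 SD from 0. Members that had passed on these same libraries favour a shared sign, and the pairs were not examined without them. The pair medians therefore do not exclude a difference between repeats. A smaller share of root stays open. A change in root hairs themselves or in the expression of these genes also remains as a hypothesis drawn from these same data. No test here parts these possibilities.

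The lower antenna and photosystem lists may follow a difference between repeats: the pair medians were −0.17, 0.10 and −1.13, with a mean 0.618 SD from 0. A shift in the time of day was tested by clock genes. Morning genes had a median of −0.66 and evening genes one of −0.25, a difference of −0.40 (permutation p 0.0447), with the same sign in both, but the evening medians of the pairs were 0.19, −0.53 and −0.59, a mean 0.709 SD from 0. A rule set beforehand took the same sign as counting against a shift. The spread of the evening medians, considered only after it was seen, keeps the time of day open. The study extracted RNA at a set time after the lights came on in all experiments to limit such a shift. An effect of AgNPs on these genes stays open as well.

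The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. Each number of splits said below to be as large includes the real split itself. For genes changed, 1 split gave a count as large as the real 73, and the highest other gave 0 in the edgeR quasi-likelihood test (98 to 5171 genes at an unadjusted p under 0.05). At the study's thresholds 3 splits gave as many as the real 1019 and the highest other gave 1809, and with the adjusted p 2 splits gave as many as the real 414 and the highest other 1013. That split set control 4B, AgNP 4 and AgNP 7 against the rest, which points to a structure of the samples apart from the treatment. Among the splits that part all 3 pairs, the 3 others gave 0 genes with the replicate block (314 to 1185 unadjusted), against 722. For list shifts 7 splits gave as many as the real 9 and the highest other gave 11. The real split had the largest median size for ethylene (0.75, highest other split 0.58), extensins (2.78 and 1.99) and root hair (2.32 and 1.43). So it did for salicylic acid defence (0.90 and 0.75), peroxidases (0.74 and 0.65) and senescence (0.29 and 0.21). For the clock 2 splits were as large (0.46, highest other 0.68), and 5 for the antenna (0.52 and 1.73) and for the photosystems (0.38 and 0.97). Ethylene, extensins, root hair, salicylic acid defence and peroxidases hold 12, 13, 7, 6 and 14 members that passed in the authors' deposited table. Senescence and the antenna hold 1 each, and the clock and the photosystems 0. Lists written after the study's results had been read favour the real split, so its rank is not independent of them.

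The count of genes at the study's thresholds was 1019 here. That is higher than the value quoted from the study above. With the adjusted p the count was 414 here. That too is higher than the value quoted from the study above. The exact test here was edgeR's on genes kept by filterByExpr, whereas the study used CLC Genomics Workbench, so the procedures differ. The authors' deposited table differs from the quoted values as well. It has 439 genes at the first criterion and 76 at a corrected p within 0.05, whatever their fold change.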
